# Rapid evolutionary adaptation to growth on an ‘unfamiliar’ carbon source

**DOI:** 10.1186/s12864-016-3010-x

**Published:** 2016-08-24

**Authors:** Zvi Tamari, Avihu H. Yona, Yitzhak Pilpel, Naama Barkai

**Keywords:** Evolution, Xylulose, Amino-acid biosynthesis

## Abstract

**Background:**

Cells constantly adapt to changes in their environment. When environment shifts between conditions that were previously encountered during the course of evolution, evolutionary-programmed responses are possible. Cells, however, may also encounter a new environment to which a novel response is required. To characterize the first steps in adaptation to a novel condition, we studied budding yeast growth on xylulose, a sugar that is very rarely found in the wild.

**Results:**

We previously reported that growth on xylulose induces the expression of amino acid biosynthesis genes in multiple natural yeast isolates. This induction occurs despite the presence of amino acids in the growth medium and is a unique response to xylulose, not triggered by naturally available carbon sources. Propagating these strains for ~300 generations on xylulose significantly improved their growth rate. Notably, the most significant change in gene expression was the loss of amino acid biosynthesis gene induction. Furthermore, the reduction in amino-acid biosynthesis gene expression on xylulose was tightly correlated with the improvement in growth rate, suggesting that internal depletion of amino-acids presented a major bottleneck limiting growth in xylulose.

**Conclusions:**

We discuss the possible implications of our results for explaining how cells maintain the balance between supply and demand of amino acids during growth in evolutionary ‘familiar’ vs. ‘novel’ conditions.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-3010-x) contains supplementary material, which is available to authorized users.

## Background

Growing cells need to adjust the rate of biomass accumulation with the cell division time. Tight regulation of protein synthesis rate is particularly critical, as it consumes a large fraction of cellular resources. Indeed, studies over the past decades have shown that expression of translation-related genes, such as those required for the production of ribosomes, are modulated in proportion to cellular growth-rate in rapidly growing cells such as microorganisms or cancer cells [1, 2]. In the budding yeast, for example, expression of genes coding for ribosomal proteins (RP), proteins required for ribosome biogenesis (Ribi) or other translation related factors, strongly correlated with cellular growth rate in various environments, and can in fact be used to predict growth rate [3–7].

Amino acids provide the substrate for protein synthesis and their influx should similarly be coordinated with growth rate. Amino acids are taken up from the environment using specialized transporters. In addition, most amino-acids can be produced *de-novo* as part of cellular metabolism. Pathways involved in *de-novo* synthesis are induced at the transcriptional level when intra-cellular amino acids are depleted [8–11]. In particular, depletion of amino acids leads to the accumulation of uncharged tRNAs, leading to increased translation of GCN4, the major transcription factor inducing the expression of dozens of genes required for amino acid biosynthesis [12–16]. This pathway is known to be readily induced under conditions of amino acid limitation. However, expression of this pathway is not modulated in response to environmental changes as ribosome-associated genes are, and does not appear to correlate with growth rate. Specifically, shifting cells between different carbon sources rapidly modulated the expression of RP and Ribi genes, but did not significantly alter the expression of genes required for amino acid biosynthesis. This indicates that the capacity of translation machinery (ribosomes), rather than amino acid de-novo production, is adjusted according to the metabolic capacity upon varying conditions, thereby ensuring optimal protein production.

We recently reported a notable exception to this behavior while studying the transcription profile of different budding yeast strains upon shift from glucose to xylulose, the only pentose sugar budding yeast are able to metabolize [17]. Xylulose is phosphorylated to xylulose-5-phosphate, an intermediate metabolite of the pentose phosphate pathway and thus a substrate for cellular metabolism. However, xylulose is not naturally available in significant amounts outside of living cells [18, 19] and can therefore be viewed as an ‘unfamiliar’ or ‘novel’ carbon source for which yeast did not undergo evolutionary adaptation. Inter-strain diversity in growth rate and ethanol production was significantly higher during growth on xylulose than that observed during growth on other ‘familiar’ carbon sources such as glucose and galactose. While this large diversity could be a sign of local adaptation [20], it could also reflect the rarity by which this carbon source is encountered in nature.

Measuring expression profiles of twenty four budding yeast strains growing on xylulose we noted that no correlation was observed between growth rate and expression of the gene groups that were shown to be tightly correlated with growth rate during growth on different carbon sources (e.g. RP and Ribi). Instead, xylulose strongly induced expression of amino acid biosynthesis genes. Furthermore, the level of induction was significantly (anti)correlated with growth rate on xylulose. Searching for additional conditions that activate this gene group in a growth rate-correlated manner, we identified a large number of gene deletion mutants which may similarly represent conditions not optimized by evolution [21]. Based on this observation, we hypothesized that familiarizing cells to such ‘novel’ conditions by evolutionary adaptation might restore the typical expression profile.

To test this prediction, we evolved twelve wild-type budding yeast strains on xylulose for ~300 generations and compared their gene expression profiles before and after this evolution process. As predicted, we found that induction of amino acid biosynthesis genes was practically eliminated in the evolutionarily-optimized cells. In addition, the degree of growth improvement was correlated with the change in expression of this gene group. We discuss the implications of our results for explaining how cells maintain the balance between amino acid supply and demand for optimizing protein synthesis and growth rate in ‘familiar’ vs. ‘novel’ conditions.

## Results

### Microevolution improved growth on xylulose of multiple strains

We previously reported the growth rate and gene expression of a collection of twelve wild type *S. cerevisiae* strains, isolated from diverse geographical origins and natural habitats, on multiple carbon sources including xylulose [17]. All of these strains could grow on xylulose, although their growth rates and fermentation yields varied greatly. With the aim of optimizing growth on xylulose, we subjected these twelve strains to microevolution by serial dilutions on media containing xylulose as the sole carbon source (Fig. 1a). This process was carried out for a total of ~300 generations.

**Fig. 1:**
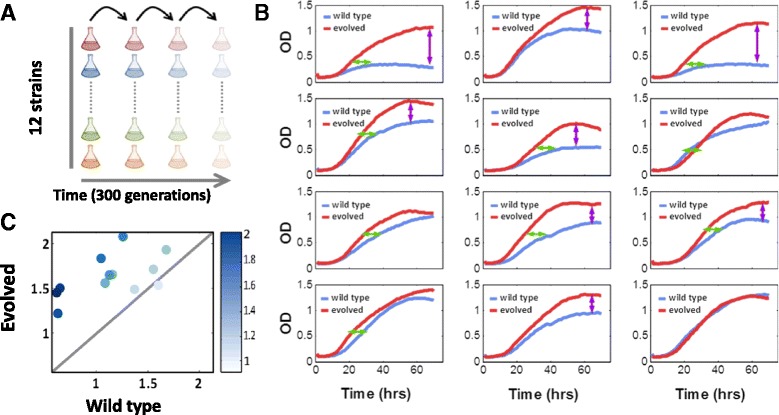
Evolutionary adaptation to growth on xylulose. **a** Twelve diverse wild type yeast strains were grown in parallel on xylulose as the carbon source and propagated for ~300 generations by serial dilution. **b** Growth curve (OD_600nm_) of each strain grown on xylulose, before (*blue*) and after (*red*) evolution. Arrows indicate the evolutionary effect on cell density (*purple*) and growth rate (*green*). **c** Effective growth rate of wild type vs. evolved strains. Color code represents the level of improvement in effective growth rate during evolution defined as the ratio between respective effective growth rates

Measuring the growth curves of the evolved strains revealed that the strains underwent different types of growth improvements (Fig. 1b). For example, while some strains improved growth rate during logarithmic growth, others improved the saturation density, improving the overall yield. In attempt to describe the effect of evolution using a single metric, we first considered separately the logarithmic growth rate and the final OD level reached in saturation (Table 1). However, the evolutionary effect with respect to these two parameters was not consistent across all strains and we therefore examined for a different metric.

**Table 1:** Changes in growth parameters following evolution on xylulose

Strain	Fold change (evolved / wt)			
	Growth rate	Maximum OD	Time to maximum OD	Effective growth rate^a^
1	1.32	3	1.53	1.96
2	1.03	1.39	1.2	1.16
3	1.78	3.27	1.36	2.4
4	1.13	1.36	0.82	1.66
5	1.38	1.8	0.76	2.37
6	0.78	1.15	0.79	1.46
7	1.11	1.07	0.73	1.47
8	1.36	1.41	0.8	1.76
9	1.14	1.29	1.21	1.07
10	1.4	1.14	1.19	0.96
11	1.14	1.38	0.94	1.47
12	0.92	0.97	0.88	1.1

^a^Maximum OD / Time to maximum OD

To capture the different aspects of growth improvement using a single parameter, we defined an effective growth rate as the maximal OD level reached during growth divided by the time elapsed until saturation (following inoculation in xylulose media). By this measure, eleven of the twelve strains exhibited improved growth, while one maintained the same effective growth rate as its parent strain (Fig. 1c and Table 1).

### Evolved strains eliminated the AA-biosynthesis gene induction upon shift from glucose to xylulose

As described above, we previously noted that growth on xylulose induces expression of AA-biosynthesis genes. We asked whether this induction is maintained also in our evolutionarily-optimized strains. Using RNA-Seq, we characterized the transcription profiles of all strains in our collection, before and after evolution, during logarithmic growth on xylulose and on glucose. This was performed in two biological repeats, totaling ninety six genome-wide expression measurements. 

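RNA was sequenced from 12 wild type strains and from the population evolved from each on xylulose for about 300 generations, during growth on glucose and on xylulose. With 2 repeats of each, this made 96 libraries. The authors mapped 50 base single reads to the S288c reference genome (SGD R64), removed rRNA reads, collapsed PCR duplicates by UMI and scaled each library to a total of 1000000. The deposited table holds log2 reads per 1000000 (RPM) for 6701 genes in 48 columns, a single column for each strain and condition, so the spread between repeats is not known. The strains were the replicates, and their numbers 1 to 12 were taken to be those of Table 1. Values under 10 RPM are blank, and the 84458 blank cells were set to this floor. In 17 of the columns at least 96.2% of the low values lay on multiples of a single step, beyond what chance gives. This implies between 253327 and 1114020 counted reads in those columns, with a median of 680911. The median was 571595 in 7 columns of wild type on glucose, 850191 in 4 of evolved on glucose and 650233 in 5 of wild type on xylulose, and the single such column of evolved on xylulose had 699965. Of the other 31 columns the depth was established only for wild type 5 on glucose. Expression of a gene group was the mean over its genes of the back-transformed values, and log2 ratios were taken for each strain number and averaged over the 12 strains. The paper's text does not list the members of its groups, so lists written from gene names before the data were examined were used, with 87 AA-biosynthesis, 70 GCN4-regulated, 138 RP, 187 protein synthesis, 150 Ribi, 73 mito. RP, 257 ESR down and 96 ESR up genes. The labels were checked with 53 strain-typical genes, whose values correlated above 0.8 across strains between the wild type columns on glucose and on xylulose. Assigned one-to-one by these genes, the evolved columns 5 to 8 went to the wild type columns 9 to 12 and the evolved columns 9 to 12 to the wild type columns 5 to 8. Over these 8 numbers the mean r was 0.773 with the exchanged number and -0.128 with the same number, while evolved columns 1 to 4 matched their own number with a mean r of 0.709. Means over the 12 strains do not depend on how the numbers are paired, but the spread, the tests of evolved against wild type and the correlations with growth do.

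**Figure D1:**
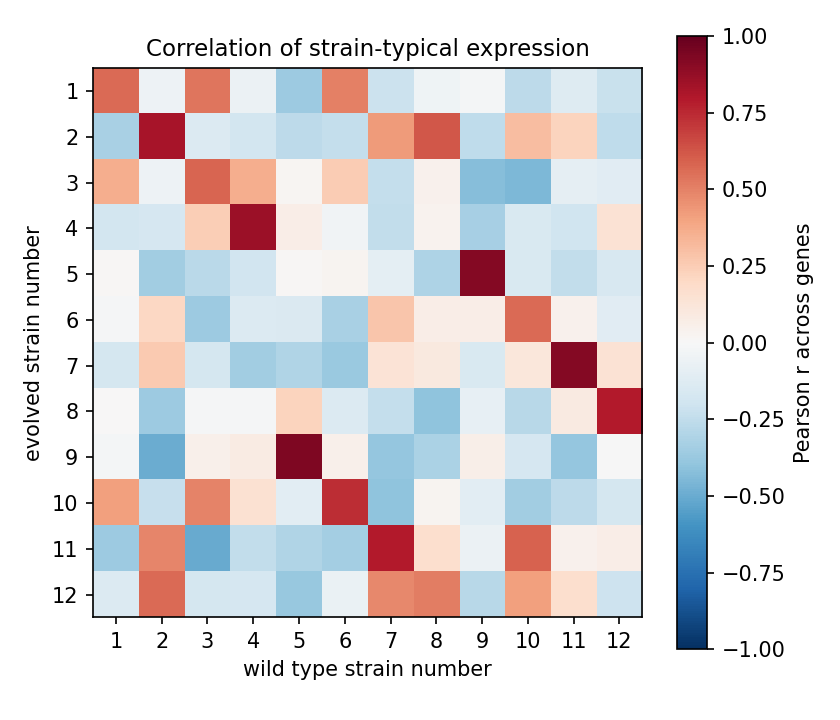
Correlation (r, across 53 strain-typical genes) of each evolved column with each wild type column, by strain number, each column being the mean of both media. Evolved numbers 1 to 4 have their best match at the same wild type number, and numbers 5 to 11 at the number 4 higher or 4 lower. Number 12 matches wild type 2 (r = 0.569) and wild type 8 (r = 0.515).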

For each strain (before and after evolution), we defined the (log) ratio of gene expression in xylulose vs. glucose. We then systematically defined the groups of genes whose level of expression significantly changed upon shift from glucose to xylulose. This was done by first identifying all the genes whose level of expression changed significantly and then examining for functional enrichments by projecting this set of varying genes on pre-defined functional gene groups [22]. Thus, groups of genes were identified which were either induced or reduced in expression on xylulose compared to glucose, in pre-evolved wild type strains and in the evolved populations.

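The xylulose/glucose ratio of each gene was tested over the 12 strains with limma, for the 5129 genes with a mean of at least 10 RPM. In the wild type strains 2043 genes had an adjusted p under 0.05, with 1562 higher and 481 lower on xylulose. After evolution 2028 genes did, with 1233 higher and 795 lower. The median log2 ratio of all genes was 0.31 in the wild type and 0.08 in the evolved populations, and median-of-ratios scaling moved it to 0.15 and -0.01. With that scaling the calls were 1115 higher and 662 lower in the wild type, and 1026 higher and 1002 lower in the evolved populations. The counts moved most, to 1170 and 1188, when only the 2528 genes with a value in every column were tested, an alternative chosen after the data were seen. The largest rise in the wild type was that of AGX1 (YFL030W, chromosome VI of R64, 76831 to 77988), from 29.3 ± 32.2 RPM on glucose to 377 ± 148 on xylulose (SD, n = 12). Its log2 ratio was 4.15 (standard error 0.33, limma adjusted p = 5.26e-09), followed by ARO10 (YDR380W) at 4.11 and IDP2 (YLR174W) at 4.10. The largest falls were those of TIR1 (YER011W) at -6.05, HXT3 (YDR345C) at -4.57 and ADE17 (YMR120C) at -4.52. On glucose AGX1, ARO10 and IDP2 had a value in 7, 10 and 9 of the 12 wild type columns. On xylulose TIR1 and ADE17 had one in 3 and 11. The changes of these 5 genes are thus lower bounds in size. CYC1 (YJR048W, chromosome X, 526335 to 526664) rose most after evolution, from 93.1 ± 84.2 to 1733 ± 561 RPM, a log2 ratio of 4.51 (standard error 0.22, limma adjusted p = 4.07e-12). SUC2 (YIL162W) at 4.45 and JEN1 (YKL217W) at 4.22 came next. The falls of PHO12 (YHR215W), TIR1 and PHO5 (YBR093C) were the largest there. These genes had a value in 4, 1 and 0 of the 12 evolved columns on xylulose, so their falls of -6.00, -5.68 and -5.36 are lower bounds in size. PHO12 and PHO5 were raised only in the evolved columns on glucose, and how reads shared by PHO12 and its near-identical copy PHO11 were counted is not stated in the paper's text.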

Consistent with our prediction, the most significant difference in the pattern of induced expression before and after evolution was that of the AA-biosynthesis gene group (Fig. 2a, b). These genes were significantly induced in the ancestral strains (prior to evolution), but this induction was practically absent following evolution. This result was independent of how the group was pre-defined, either as a co-regulated module or by the targets of GCN4, the AA-biosynthesis master regulator (Additional file 1). 

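The change of each group's xylulose/glucose ratio was the evolved log2 ratio minus that of the wild type with the same strain number. For the AA-biosynthesis genes it was -0.69 ± 0.57 (SD, n = 12), lower in 10 of 12 strains (2-sided exact sign-flip permutation test, p = 0.00342, adjusted p over the 8 groups 0.00684). The RP genes changed by 0.55 ± 0.60 (SD), higher in 12 of 12 strains (p = 0.000488 in the same exact test, the smallest that 12 strains allow, adjusted p = 0.00195). Protein synthesis genes, which include the RP genes, changed by 0.51 ± 0.52, again in 12 of 12 strains. Ribi and mito. RP genes changed by 0.30 ± 0.73 and 0.27 ± 0.65, each with an adjusted p of 0.191. The change of the AA-biosynthesis genes was larger in size than those of the RP and protein synthesis genes, whose p was smaller. With limma 279 genes passed, 25 with a higher ratio after evolution and 254 with a lower one, against a median over all genes of -0.20, or -0.12 with median-of-ratios scaling. Of the 86 AA-biosynthesis genes tested, 23 passed, all lower, and 50 passed when adjusted over the list alone. ARG4 (YHR018C, chromosome VIII, 140011 to 141402) changed by -2.64 (standard error 0.40, limma adjusted p = 0.000211), lower in 11 of 12 strains, and LYS1 (YIR034C, chromosome IX, 419615 to 420736) by -2.58 (standard error 0.41, limma adjusted p = 0.000470), also in 11 of 12. Among all genes the largest falls were those of SNZ1 (YMR096W) at -5.22, PHO12 at -5.19 and PHM6 (YDR281C) at -4.80. PHM6 was blank in every column on xylulose, so its change lies on glucose. The largest rises were those of FET4 (YMR319C) at 1.38, HEM13 (YDR044W) at 1.13 and DBP3 (YGL078C) at 1.07, and all 3 lost their calls with a pseudocount of 1. Over the alternatives the call held in 8 of 20 for FET4, 13 of 22 for HEM13 and 8 of 22 for DBP3. On xylulose FET4 had a value in only 5 wild type and 8 evolved columns.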

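Before evolution the AA-biosynthesis genes averaged 218 ± 41.97 RPM on glucose and 437 ± 115 on xylulose (SD, n = 12). The log2 ratio was 0.97 ± 0.43 (SD), from 0.14 in strain 10 to 1.45 in strain 2 and above 0 in 12 of 12 strains (2-sided exact sign-flip permutation test, p = 0.000488, adjusted p = 0.000977). After evolution the averages were 211 ± 27.2 on glucose and 260 ± 53.5 on xylulose. The evolved log2 ratio was 0.29 ± 0.30, higher on xylulose in 10 of 12 strains (exact test, p = 0.00684, adjusted p = 0.0273). Its adjusted p rose to 0.0547 without strain 3, 7, 10 or 12, and to 0.0755 with median-of-ratios scaling, where the log2 ratio was 0.20. Over all alternatives it lay between 0.00651 and 0.0755. From the ratios before and after evolution, the paper concludes that the induction of these genes was practically absent following evolution.

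**Figure D2:**
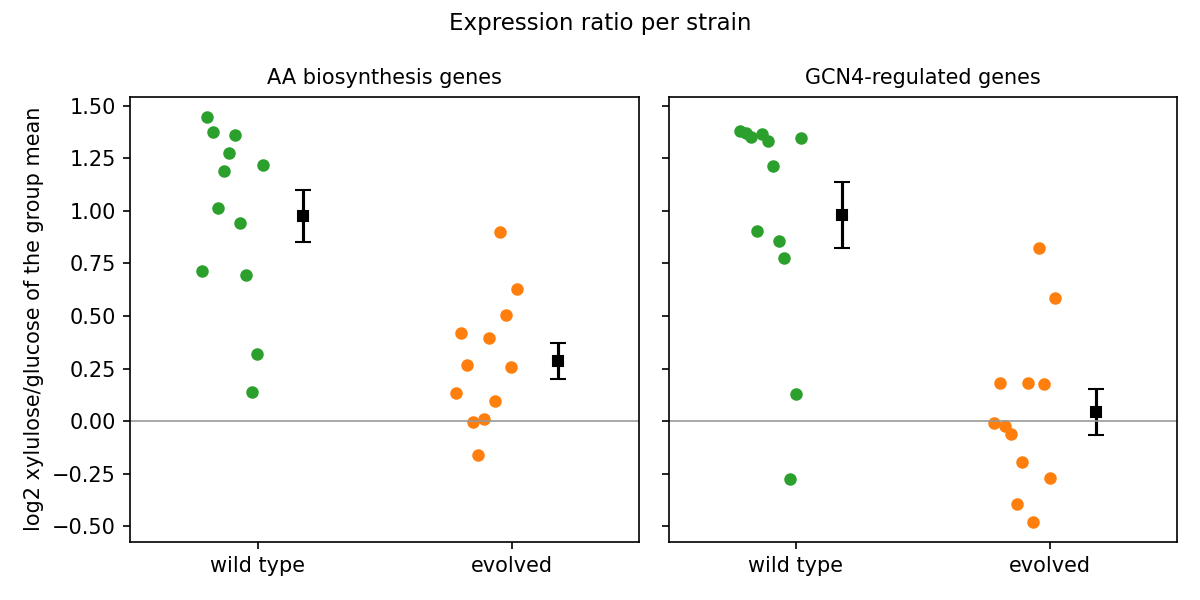
log2 ratio of expression on xylulose to glucose of the AA-biosynthesis and GCN4-regulated genes, per strain, in wild type and evolved strains, with the mean and SEM. The mean of the AA-biosynthesis genes falls from 0.97 to 0.29.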

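The 70 GCN4-regulated genes share 44 members with the AA-biosynthesis list, so the lists are not independent. Their log2 ratio in the wild type was 0.98 ± 0.54 (SD, n = 12), higher on xylulose in 11 of 12 strains (2-sided exact sign-flip permutation test, p = 0.00146, adjusted p = 0.00234). After evolution it was 0.04 ± 0.38, above 0 in 5 of 12 strains (p = 0.696, exact). The change with evolution was -0.94 ± 0.67, lower in 10 of 12 strains (p = 0.00293, exact, adjusted p = 0.00684). An alternative list of 26 genes gave an evolved log2 ratio of -0.46 (adjusted p = 0.00391), and median-of-ratios scaling gave -0.05.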

The observed change in expression pattern was significantly larger than the inter-strain variation and was observed exclusively during growth on xylulose, but not on glucose (Additional file 2).

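On xylulose the AA-biosynthesis genes changed with evolution by -0.72 ± 0.55 (log2, SD, n = 12), lower in 10 of 12 strains (2-sided exact sign-flip permutation test, p = 0.00244, adjusted p = 0.00977). On glucose they changed by -0.03 ± 0.32 (p = 0.733, exact, adjusted p = 0.838). The SD between strains on xylulose was 0.44 before and 0.28 after evolution, smaller than the mean change, and 2 of the 12 evolved values lay below every wild type value. GCN4-regulated genes changed by -0.98 ± 0.70 on xylulose (adjusted p = 0.00977) and by -0.05 ± 0.34 on glucose (adjusted p = 0.838). Gene by gene, limma called 43 genes on xylulose, all lower after evolution, and 699 genes had an unadjusted p under 0.05. The count rests on single strains, falling to 1 without strain 1, 3, 4 or 8. It rose to 90 without strain 10, with 9 of them higher. With the evolved numbers exchanged, an alternative chosen after the data were seen, it was 227, with 49 higher and 178 lower. The 43 calls held 17 of the 86 AA-biosynthesis genes, or 54 when adjusted over the list alone. HIS4 (YCL030C, chromosome III, 65934 to 68333) fell in 12 of 12 strains, from 736 ± 380 to 174 ± 111.9 RPM, a log2 change of -2.14 (standard error 0.26, limma adjusted p = 0.00308). SNZ1 fell more, with -2.93, and ARG4 less, with -1.93, and either call was lost without a filter on low genes. On glucose 120 genes passed, 117 higher and 3 lower after evolution. PHO12, PHM6 and MFA1 (YDR461W) rose by 5.18, 4.805 and 4.79 on the log2 scale, from near the floor in the wild type. The 3 lower genes were NUF2 (YOL069W), MOT2 (YER068W) and MIS1 (YBR084W), at -1.62, -1.10 and -0.74.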

**Fig. 2:**
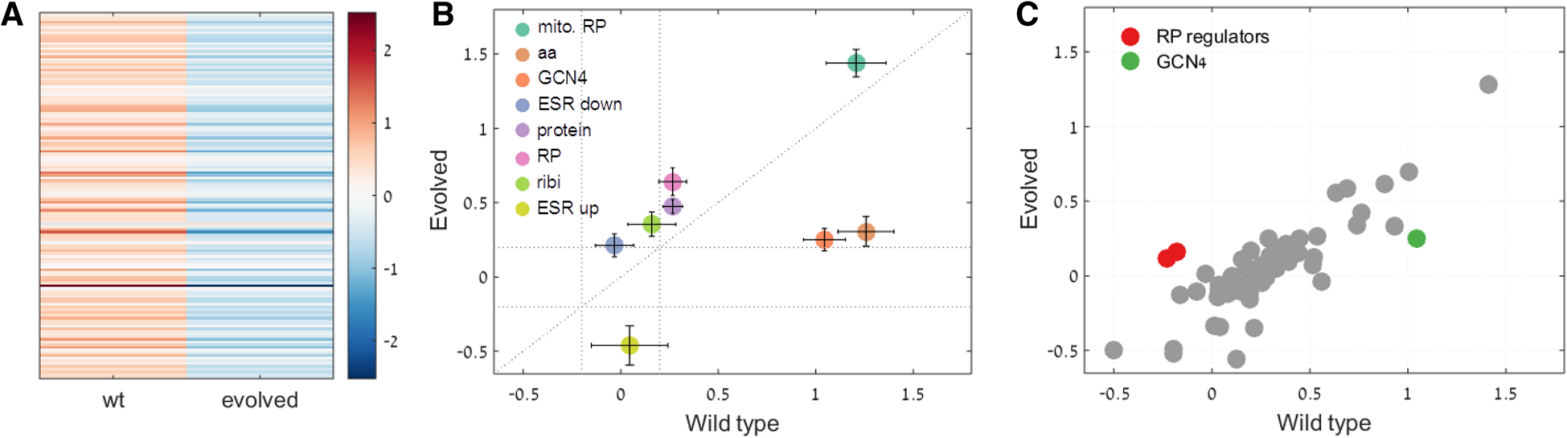
Gene group expression comparison. **a** Ratio between (log) expression on xylulose and glucose of all genes comprising the amino-acid biosynthesis expression module (*n* = 136), for wild type and evolved strains. Expression was averaged over all twelve strains and normalized per gene (materials and methods). **b** Wild type vs. evolved mean (log) expression (xylulose/glucose) of various gene groups, averaged over the twelve strains. Error bars represent standard error. Gene group names: mitochondrial ribosomal proteins (mito. RP), amino-acid biosynthesis (aa), GCN4-regulated (GCN4), genes down-regulated as part of the environmental stress response (ESR down), protein synthesis (protein), ribosomal proteins (RP), ribosome biogenesis and assembly (ribi) and genes up-regulated as part of the environmental stress response (ESR up). **c** Same as in B but for gene groups regulated by various transcription factors (*n* = 66, *gray dots*), RP regulators FHL1 and SFP1 (*red dots*) and the amino-acid biosynthesis regulator GCN4 (*green dot*)

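Mito. RP genes had the highest xylulose/glucose ratio of the 8 groups. Their log2 ratio was 1.21 ± 0.15 (SEM, n = 12) in the wild type and 1.48 ± 0.09 in the evolved populations, above 0 in 12 of 12 strains each time (2-sided exact sign-flip permutation test, p = 0.000488). They averaged 84.6 and 83.2 RPM on glucose and 195 and 234 on xylulose, before and after evolution. With evolution they changed by 0.27 ± 0.35 (SD) on xylulose (p = 0.0259, exact, adjusted p = 0.0690) and by -0.00 ± 0.51 on glucose.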

We further characterized the expression changes in gene groups associated with ribosome production (RP and Ribi), protein synthesis and the environmental stress response (ESR). Expression of these gene groups typically correlates with cellular growth rate. Expression of RP, Ribi and protein synthesis genes was up-regulated in xylulose compared to glucose following evolution (Fig. 2b). In addition, genes induced as part of the known environmental stress response [6, 23] were down-regulated in the evolved populations, while genes which are normally reduced in expression as a response to environmental stress were up-regulated. These results are consistent with the fact that the expression of these gene groups is correlated with growth rate and demonstrate adaptation at the level of gene expression. 

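In the evolved populations the RP genes averaged 1789 ± 566 RPM on glucose and 2030 ± 291 on xylulose (SD, n = 12). Their log2 ratio was 0.26 ± 0.58, above 0 in 7 of 12 strains (2-sided exact sign-flip permutation test, p = 0.156, adjusted p = 0.183), with 1.76 in strain 8. Protein synthesis genes had a ratio of 0.23 ± 0.51, also above 0 in 7 of 12 strains (p = 0.1602, exact, adjusted p = 0.183). Ribi genes had 0.29 ± 0.36, above 0 in 11 of 12 strains (p = 0.0190, exact, adjusted p = 0.0381), and 8 of the 12 fits that each left out a strain lost this call. Before evolution the RP and protein synthesis genes were lower on xylulose in 12 of 12 strains, with log2 ratios of -0.29 ± 0.18 and -0.28 ± 0.17. The wild type ratio of the Ribi genes was -0.01 ± 0.52. Most RP genes have a near-identical paralog, and how reads shared by copies were counted is not stated in the paper's text, so single RP genes are uncertain.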

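ESR down genes, which include the Ribi list, had a log2 xylulose/glucose ratio of -0.11 ± 0.30 in the wild type and 0.15 ± 0.23 in the evolved populations (SD, n = 12). The evolved ratio was above 0 in 9 of 12 strains (2-sided exact sign-flip permutation test, p = 0.0298, adjusted p = 0.0477), and it fell to 0.06 with median-of-ratios scaling. Over its alternatives the adjusted p lay between 0.00938 and 0.559. The change between these ratios was 0.26 ± 0.41 (p = 0.0415, exact, adjusted p = 0.0664). For the ESR up genes this change was -0.55 ± 0.99, lower in 8 of 12 strains (p = 0.0869, exact, adjusted p = 0.116). With the evolved numbers exchanged, chosen after the data were seen, the changes of ESR down and ESR up passed the threshold.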

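The ratio evolved/wild type was taken on each sugar for the growth-related groups. RP genes changed by 0.15 ± 0.35 (log2, SD, n = 12) on xylulose, higher in 8 of 12 strains (2-sided exact sign-flip permutation test, p = 0.157, adjusted p = 0.2695). On glucose they changed by -0.40 ± 0.61, lower in 8 of 12 strains (p = 0.0332, exact, adjusted p = 0.133), with -1.86 in strain 8. Protein synthesis genes changed by 0.14 ± 0.33 on xylulose (adjusted p = 0.2695) and by -0.37 ± 0.54 on glucose (p = 0.0249, exact, adjusted p = 0.133). Ribi genes changed by 0.20 ± 0.66 and -0.09 ± 0.55, and ESR down genes by 0.10 ± 0.39 and -0.16 ± 0.32, on xylulose and on glucose. With the evolved numbers exchanged, which was chosen after the data were seen, the adjusted p of the RP genes on xylulose was 0.0336, within a range of 0.0336 to 0.496 over the alternatives. Of the 138 RP genes tested with limma, 17 passed for the change of the xylulose/glucose ratio, all higher, or 81.2% when adjusted over the list alone. For evolved/wild type 0 RP genes passed on either sugar, but 133 were higher on xylulose and 137 lower on glucose, counts over genes that are not independent replicates. The evolved columns on glucose also hold most mating type a and phosphate starvation transcripts at higher levels than the other columns.

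**Figure D3:**
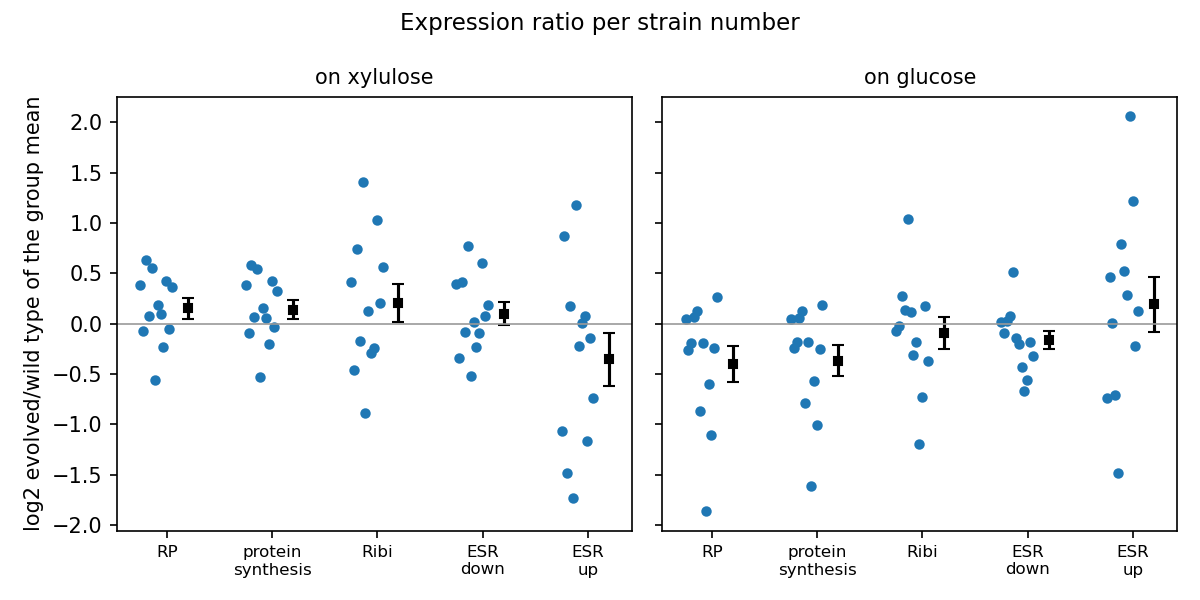
log2 ratio of evolved to wild type expression on xylulose and on glucose for the growth-related gene groups, per strain number, with the mean and SEM. RP genes have a mean of 0.15 on xylulose and -0.40 on glucose.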

Here too, the observed effect resulted from changes in expression during growth on xylulose, rather than on glucose (Additional file 2).

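In the evolved populations the 96 ESR up genes averaged 323 ± 134 RPM on glucose and 218 ± 103 on xylulose (SD, n = 12). Their log2 xylulose/glucose ratio was -0.57 ± 0.60, below 0 in 11 of 12 strains (2-sided exact sign-flip permutation test, p = 0.0103, adjusted p = 0.0273), with 0.58 in strain 1. The adjusted p was 0.0547 without strain 3, 7, 8, 10 or 12. The ratio in the wild type strains was -0.02 ± 0.82, below 0 in 6 of 12 strains (p = 0.924, exact).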

Interestingly, in evolved strains, genes whose expression is typically induced in the presence of environmental stress were down-regulated on xylulose, compared to glucose (Fig. 2b). This down-regulation resulted from both reduced expression of these genes on xylulose and also increased expression during growth on glucose (Additional file 2). This may indicate a tradeoff in the efficiency by which glucose and xylulose are utilized, whereby adaptation to growth on xylulose was acquired, to some extent, at the expense of growth on glucose.

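On xylulose the ESR up genes changed with evolution by -0.35 ± 0.90 (log2, SD, n = 12), lower in 7 of 12 strains (2-sided exact sign-flip permutation test, p = 0.204, adjusted p = 0.271). On glucose they changed by 0.19 ± 0.94, higher in 8 of 12 strains (p = 0.495, exact, adjusted p = 0.838). Neither change was larger than the spread between strains, which was 0.74 on xylulose and 0.54 on glucose in the wild type. Of the 93 ESR up genes tested with limma, 1 passed on xylulose, with a lower value. On glucose 5 passed, all higher, or 9 when adjusted over the list alone. On xylulose 80 were lower and 13 higher, and on glucose 64 were higher and 29 lower. These genes are not independent replicates.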

To determine whether the above changes in gene expression profiles are reflected in expression of regulatory elements, we examined for expression changes among a large set of gene groups characterized by the transcription factors associated with each group (*n* = 69). 

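GCN4 (YEL009C), FHL1 (YPR104C) and SFP1 (YLR403W) were examined as genes and, with 38 lists of transcription factor targets written from gene names before the data were examined, as regulators. Of the lists 33 had at least 5 tested genes. Ranked by limma's camera with a preset inter-gene correlation of 0.01, the targets of Gcn4, Sfp1 and Fhl1 were ranks 1, 2 and 3 on xylulose. Their mean log2 changes evolved/wild type were -1.01, 0.20 and 0.15. Measured against the median of all genes in each strain, the lists had the direction of the mean in 10, 8 and 8 of 12 strains. With limma's fry the adjusted p was 0.00516 for the Gcn4 targets, 0.442 for Sfp1 and 0.436 for Fhl1. With an estimated inter-gene correlation the adjusted p was 0.112, 0.546 and 0.546, so only the Gcn4 call held under fry and none of the 3 under the estimate. GCN4 itself (chromosome V, 138918 to 139763) went from 2669 ± 342 to 2125 ± 235 RPM on xylulose (SD, n = 12), a log2 change of -0.33 (standard error 0.09, limma adjusted p = 0.1197), lower in 11 of 12 strains. Without the pairing of strain numbers its adjusted p was 0.0254, within a range of 0.0250 to 0.295 over the alternatives. FHL1 changed by -0.47 (limma adjusted p = 0.263) and SFP1 by 0.03 (limma adjusted p = 0.965). Both lay near the floor of 10 RPM, FHL1 going from 17.7 to 12.1 RPM and SFP1 from 19.9 to 20.0, so their changes are imprecise. The target lists of Fhl1 and of the RP group hold the same 138 genes.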

Notably, the most significant changes in expression on xylulose following evolution were the down-regulation of GCN4 and up-regulation of FHL1 and SFP1 (Fig. 2c). GCN4 is the master regulator of amino acid biosynthesis genes and its down-regulation following evolution is coherent with reduction in expression of this group of genes. Both FHL1 and SFP1 are known to be involved in the regulation of RP gene expression. SFP1 is also associated with Ribi gene expression regulation.

### The reduction in AA-biosynthesis gene expression correlates with effective growth rate improvement

The expression changes in the aforementioned gene groups as a result of evolutionary adaptation to growth on xylulose suggest that the extent of the change might be proportional to the degree of adaptation. To test whether this is the case, we examined the correlation, or lack thereof, of the expression changes of these genes groups with the degree of improvement in growth on xylulose, as defined by the ratio between effective growth rates after and before evolution. We found that the change in expression level (evolved/non-evolved) of the amino acid biosynthesis regulator – GCN4 – was anti-correlated with growth improvement (pv = 0.006, Fig. 3). In addition, the expression changes of ribosomal protein genes were (positively) correlated with growth improvement on xylulose (pv = 0.017). This was independent on how the group was defined; thus expression level change in amino acid biosynthesis genes was significantly anti-correlated with the level of growth improvement on xylulose (pv =0.008) while that of protein synthesis genes was positively correlated (pv = 0.009, Additional file 3). 

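The change in expression on xylulose, as log2 evolved/wild type, was compared with the fold change in effective growth rate of Table 1 over the 12 strain numbers. For the GCN4-regulated genes Pearson's r was -0.68 (permutation test, p = 0.0147) and Spearman's rho was -0.74 (permutation test, p = 0.00843). Adjusted over the 8 gene groups, these p were 0.0935 and 0.0674. Without strains 3 and 5, the farthest from the median growth improvement, r was -0.77. It lay between -0.75 and -0.62 when each strain was left out in turn, but against the growth rate fold change of Table 1 it was -0.036 (permutation test, p = 0.906). Evolved numbers 5 to 12 carry the expression of other wild type strains, and with these numbers exchanged, chosen after the data were seen, r was -0.20 with growth by the wild type number and -0.33 by the evolved number. From the relation in Fig. 3 the paper concludes that the change was anti-correlated with growth improvement.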

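For the RP genes r was 0.49 (permutation test, p = 0.106, adjusted p = 0.170) and rho was 0.48 (permutation test, p = 0.117). Without strains 3 and 5 r was 0.04, so the relation to the effective growth rate rests on these strains, while over all 12 strains r against the growth rate fold change of Table 1 was 0.74 (adjusted p = 0.0164). It ranged from 0.33 without strain 3 to 0.66 without strain 10. With the exchanged numbers r was 0.56 by the wild type number and 0.75 by the evolved number.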

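The AA-biosynthesis genes had r = -0.64 (permutation test, p = 0.0234, adjusted p = 0.0935) and rho = -0.61 (permutation test, p = 0.0402). Without strains 3 and 5 r was -0.67, and leaving out single strains gave -0.69 to -0.55, the latter without strain 10. With log2 of the growth improvement r had an adjusted p of 0.0362, and against the growth rate fold change of Table 1 r was 0.04. The exchange of numbers gave r = -0.23 by the wild type number and -0.28 by the evolved number. For the protein synthesis genes r was 0.49 (permutation test, p = 0.106, adjusted p = 0.170) and 0.04 without strains 3 and 5, and 0.75 against the growth rate fold change (adjusted p = 0.0164).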

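The remaining groups were Ribi with r = 0.37 (permutation test, p = 0.234), mito. RP with 0.36 (permutation test, p = 0.247), ESR down with 0.41 (permutation test, p = 0.188) and ESR up with -0.51 (permutation test, p = 0.0891). Their adjusted p over the 8 groups lay at 0.247 for the former 3 and 0.170 for ESR up. Without strains 3 and 5 r was -0.24, 0.36, -0.12 and -0.00, in this order, so the ESR and Ribi values rest on those strains. Against the growth rate fold change of Table 1 r was 0.65 for ESR down and -0.74 for ESR up, with adjusted p of 0.0400 and 0.0164.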

No correlation was observed between growth improvement and expression changes of other gene groups (Additional file 3).

**Fig. 3:**
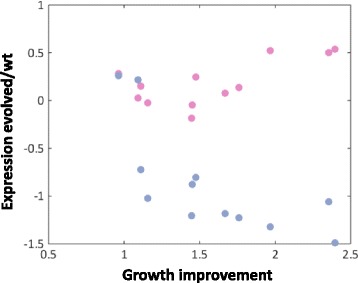
Correlation between expression and growth change. Ratio between effective growth rate on xylulose of each evolved strain and its corresponding wild type strain vs. (log) expression ratio between evolved and wild type strains for GCN4-regulated genes (*light blue*) and RP genes (*pink*)

## Discussion and conclusions

We previously reported that cells growing on xylulose show a distinct expression pattern characterized by an induction of AA-biosynthesis group in a manner that was inversely correlated with the growth rate of the cell. This induction occurred despite the fact that the media was supplemented with all required amino-acids. Searching through a large dataset [22], we detected a similar general induction of this group of genes in a group of mutant strains deleted of a variety of genes [21], most of which are not related to AA metabolism (Fig. 4a). We reasoned that the two situations are related by the fact that both represent conditions that are not evolutionarily optimized: xylulose is not naturally available outside cells, so budding yeast were unlikely to frequently encounter it during the course of evolution. Similarly, deleting any particular gene modifies the internal state of the cell in a way that it did not undergo evolutionary optimization for. This indicated that induction of the AA-biosynthesis gene group may be a consequence of such non-optimized internal state.

**Fig. 4:**
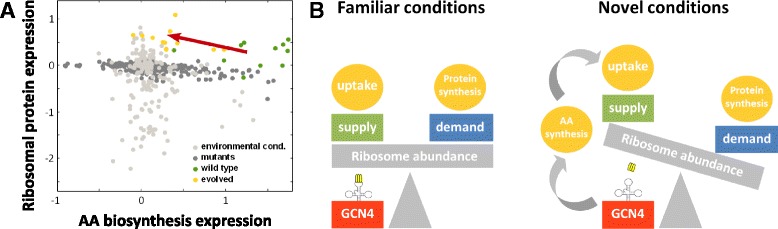
Balancing amino-acid supply and demand in familiar and novel conditions. **a** Expression of amino-acid biosynthesis genes vs. RP genes for various environmental conditions including temperature and osmotic shock, amino-acid starvation, nitrogen depletion, addition of hydrogen-peroxide/menadione/DTT (*light gray*, Gasch et al.), a set of gene deletion mutant strains (Hughes et al., *dark gray*), the twelve wild type strains used in this work (*green*) and the twelve evolved strains (*yellow*). *Red* arrow indicates the vector of change during evolution. **b** Model for amino-acid supply and demand balance. In a familiar environment, amino-acid supply and demand are balanced by evolutionarily tuned adjustment of ribosome abundance. In novel conditions un-optimized by evolution, a shortage in amino-acid results in accumulation of uncharged tRNAs, which acts as an internal signal for GCN4-mediated induction of amino-acid biosynthesis genes

In the preset study we examine this hypothesis by tested whether this induction is lost once the cells have had a chance to (evolutionarily) adapt to this new condition. Indeed, not only was the induction lost upon such adaptation, resulting in reduced expression of this group specifically in xylulose (Fig. 4a), but the improvement in effective growth rate was correlated with the extent to which AA-biosynthesis expression was reduced. While these results do not demonstrate a direct causal relationship between evolutionary improvement and the observed changes in gene expression, especially considering that at least two strains display similar improvement but different expression pattern, they strongly suggest that amino-acids biosynthesis forms a major bottleneck for growth in conditions not subject to evolutionary adaptation, as we postulated.

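The improvement was similar in strain 9, with an effective growth rate fold change of 1.07, and strain 12, with 1.1, while the AA-biosynthesis genes changed on xylulose by 0.24 and -0.77 (log2 evolved/wild type). Strain 2, with 1.16, had a change of -0.90, and strain 10, with 0.96, had 0.49. Strains 9 and 10 were the only 2 of the 12 numbers whose AA-biosynthesis genes rose. Wild type number 10 also had the lowest induction before evolution. The values of numbers 5 to 12 depend on the pairing of the columns.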

In order to achieve a balanced cellular level of amino acids, the incoming flux of amino acids must match the rate by witch proteins are synthesized. AA-biosynthesis is induced by accumulation of uncharged tRNAs, reflecting a demand for amino-acids that is larger than their supply. By contrast, expression of ribosomal-associated genes is largely dependent on signaling pathways such as TOR and PKA. This implies that in order to maintain balance between supply and demand, a tuning mechanism between these pathways is required, which we postulate is achieved primarily through evolutionary adaptation.

We propose a model comprised of two possible scenarios relating to this process (Fig. 4b). In an evolutionary ‘familiar’ environment, evolution had optimized signaling pathways to adjust the level of translation machinery with the expected rate of amino acid supply. However, in the absence of such evolutionary tuning, as may be exemplified by growth on xylulose or in the presence of genetic mutations, a transient imbalance occurs which triggers an internal correction mechanism activated through the induction of the GCN4-module. Subsequent evolutionary adaptation to the ‘unfamiliar’ environment will improve the tuning mechanism, thereby reducing GCN4-dependent gene expression.

The need for internal adjustment compromises cellular growth. Thus, according to this model and confirmed by our results, the first step in evolutionary adaptation to ‘unfamiliar’ conditions would be to optimize the balance between supply and demand of amino acids by adjusting the level of translation machinery, thereby abrogating the need for the internal ‘backup’ control of amino-acid biosynthesis adjustments.

Biotechnological applications often rely on engineering cells to either utilize new substrates or produce novel products. For example, a major limitation of using budding yeast as an economically viable solution for generating biofuel is its inability to ferment xylose, motivating engineering efforts for establishing a xylose-utilizing budding yeast strain. These engineered strains may experience a similar situation to the one we describe above, in that they are put in a condition not optimized by evolution. Our results suggest that co-optimizing amino-acid metabolism may be useful for improving growth performance of these strains.

## Methods

### Strains and media

A complete description of wild type yeast strains used in this study can be found in [17]. YP-xylulose medium was prepared as described in [24]. Briefly, D-xylose was enzymatically converted to D-xylulose using xylose isomerase (Sigma-Aldrich). This yielded a 70:30 mixture of xylose:xylulose, as measured by HPLC (Agilent 1200 series). YP media was supplemented with the pentose mixture to a final concentration of 2 g/L xylulose. Although growth on xylose was previously reported for certain wild type *S. cerevisiae* strains [25], in our experiments xylose was not utilized by any of the strains during the growth period, as determined by HPLC analysis of the growth media after reaching saturation.

#### Evolution and growth measurements

All laboratory evolution experiments were carried out by serial dilution in 24-well plates with breathable seals. Plates were grown on an orbital shaker at 600 rpm in 30 °C. Each evolving strain was grown on 1.2 ml of YP-xylulose medium until reaching stationary phase and then diluted daily by a factor of 1:64 into fresh media (6 generations per dilution). Growth of wild type and evolved populations was characterized using a Hamilton robotic system. Cultures were grown in 96-well plates with 600 rpm shaking in 30 °C. Mineral oil was added to each well to prevent evaporation. OD_600_ measurements were taken during growth using a Tecan F500 plate reader.

#### RNA sequencing and normalization

Total mRNA of each of the twelve strains from our wild type yeast strain collection, both before and after evolution, was sequenced, during growth on glucose and during growth on xylulose. Two repeats were performed for each strain and condition, thus totaling 96 expression measurements. Prior to RNA extraction, populations of each strain before and after evolution were grown on YP media supplemented with either glucose or xylulose. Cells were harvested at mid log phase and frozen immediately in liquid nitrogen. For total RNA extraction, cell lysis was performed in a 96 deep-well plate by adding 450 μl of lysis buffer containing 1 M sorbitol (Sigma-Aldrich), 100 mM EDTA and 0.45 μl lyticase (10 IU/μl). The plate was then incubated in 30 °C for 30′ and centrifuged for 10′ at 2500 rpm after which the supernatant was removed. RNA extraction proceeded by following the NucleoSpin® 96 RNA kit (Macherey-Nagel) protocol, substituting β-mercaptoethanol with DTT. RNA extracts were subsequently fragmented and selected for polyadenylation using PolydT beads. Barcoded cDNA was prepared using Smartscribe and unique molecular identifier (UMI)-containing primers [26], and subjected to RNase H treatment. A second adaptor was ligated, and cDNA was amplified by PCR using KAPA HiFi DNA polymerase for 15 cycles. cDNA was sequenced using an Illumina HiSeq2000 platform with 50 bps single reads. Reads were mapped to the *S. cerevisiae* S288c reference genome (SGD R64) using Bowtie. Reads mapping to rRNA were filtered out. Normalization for PCR bias was carried out using UMI scoring [26]. The total number of mapped reads per sample was normalized independently to 106.

The expression value of each gene in each strain, either before or after evolution, was averaged over two repeats. 

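In the wild type column of strain 5 on glucose 25.6% of the low values lay on multiples of a step and 22.4% on multiples of another, which imply 238392 and 224733 counted reads in the repeats. Of the 1125 remaining low values 95.1% matched the geometric mean of a multiple of each step and 4.44% an arithmetic mean. The log2 values of the repeats were thus averaged in this column, the only column where the share was this high. In wild type 3 on glucose 55.6% of the remaining values matched geometric and 6.59% arithmetic means, and in wild type 8 on glucose 30.0% and 7.14%, in the same direction but with many values unmatched. In some other columns arithmetic means matched more, as in evolved 9 on glucose (20.3% against 1.33%) and evolved 1 on glucose (17.1% against 2.92%). Most of the remaining values stayed unmatched there. The 17 columns with a single step do not show such an average, and are as a single library or pooled reads would leave them.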

Except for the individual amino-acid genes expression comparison (Fig. 2a), all expression values of gene groups before and after evolution were obtained by averaging the number of mapped reads per gene in the gene group, per strain, and then averaging across all strains either before or after evolution. For comparison of amino-acid biosynthesis genes expression between populations before and after evolution (Fig. 2a), the mean expression level of each gene before and after evolution was first calculated by averaging over all strains and the two mean values were normalized by the total number of reads per gene across all samples.

## Additional files

Additional file 1: GCN4-regulated genes expression comparison.

Additional file 2: Gene group expression comparison between sugars.

Additional file 3: Correlation between expression change of various gene groups and growth change.

## Abbreviations

ESR: Environmental stress response
Ribi: Ribosome biogenesis
RP: Ribosomal proteins
UMI: Unique molecular identifier

# Supplementary material for: Rapid evolutionary adaptation to growth on an ‘unfamiliar’ carbon source
**Source:** BMC Genomics. 2016 Aug 24;17:674. doi: 10.1186/s12864-016-3010-x
**Supplement:** Supplementary file 1 — GCN4-regulated genes expression comparison.

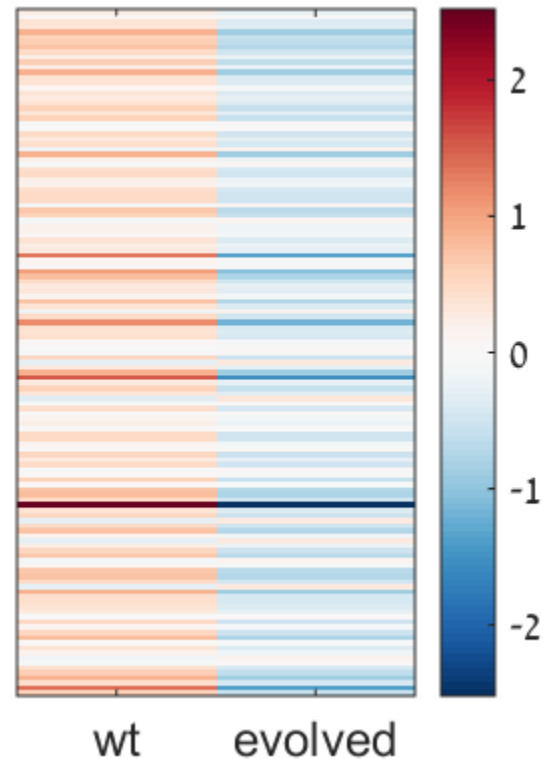

**GCN4-regulated genes expression comparison.** Ratio between (log) expression on xylulose and glucose of all GCN4-regulated genes for wild type and evolved strains. Expression was averaged over all twelve strains and normalized per gene (materials and methods).

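Of the 68 GCN4-regulated genes tested with limma, 32 passed for the change of the xylulose/glucose ratio with evolution, all lower, and 56 passed when adjusted over the list alone. Before evolution 53 genes of this list were higher on xylulose and 7 lower, and in the evolved populations 26 were higher and 16 lower. On xylulose itself 23 passed for evolved/wild type, all lower, or 63 when adjusted over the list alone, and on glucose 2 passed, both higher.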

# Supplementary material for: Rapid evolutionary adaptation to growth on an ‘unfamiliar’ carbon source
**Source:** BMC Genomics. 2016 Aug 24;17:674. doi: 10.1186/s12864-016-3010-x
**Supplement:** Supplementary file 2 — Gene group expression comparison between sugars.

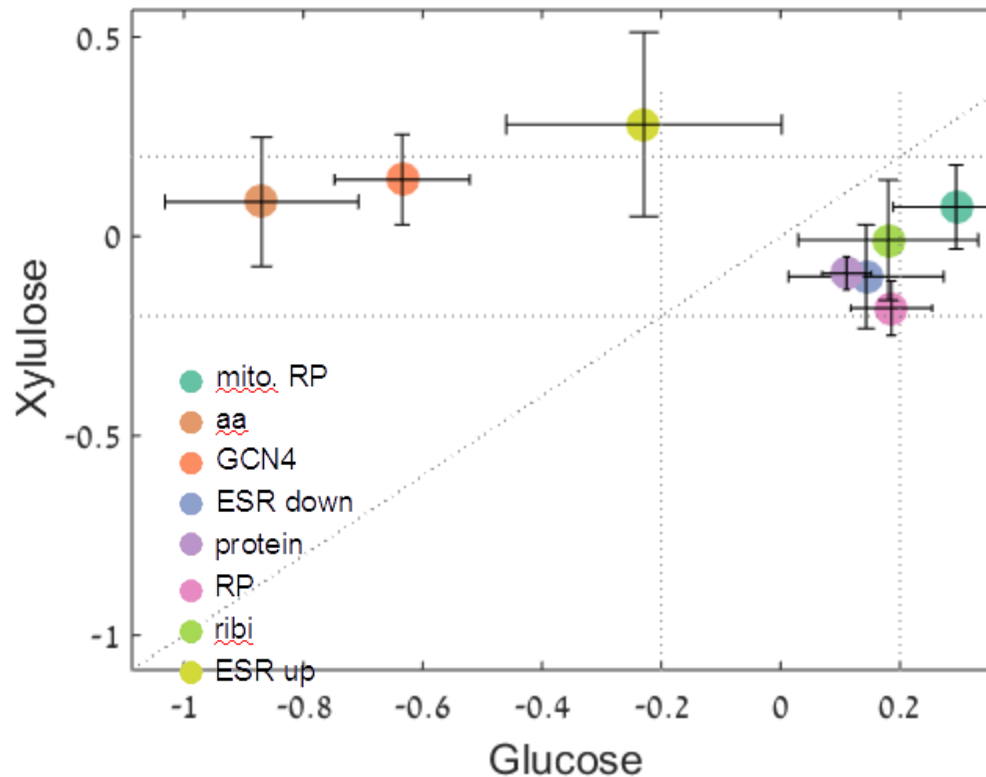

**Gene group expression comparison between sugars.** Mean (log) expression ratio (evolved/wild-type) on xylulose vs. glucose of various gene groups, averaged over the twelve strains. Gene group names: mitochondrial ribosomal proteins (mito. RP), amino-acid biosynthesis (aa), GCN4-regulated (GCN4), genes down-regulated as part of the environmental stress response (ESR down), protein synthesis (protein), ribosomal proteins (RP), ribosome biogenesis and assembly (ribi) and genes up-regulated as part of the environmental stress response (ESR up).

# Supplementary material for: Rapid evolutionary adaptation to growth on an ‘unfamiliar’ carbon source
**Source:** BMC Genomics. 2016 Aug 24;17:674. doi: 10.1186/s12864-016-3010-x
**Supplement:** Supplementary file 3 — Correlation between expression change of various gene groups and growth change.

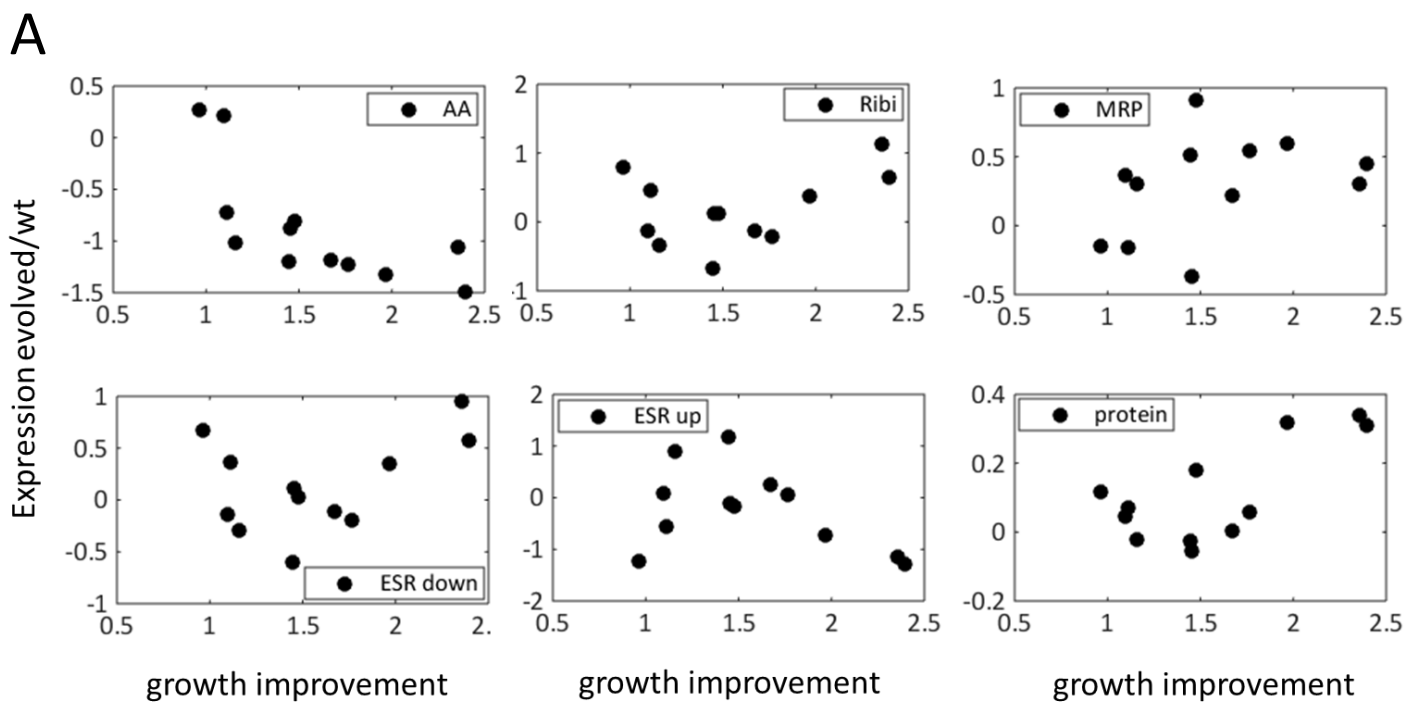

**B**

|                         | AA    | Ribi | MRP  | ESR down | ESR up | Protein synthesis |
|-------------------------|-------|------|------|----------|--------|-------------------|
| Correlation coefficient | -0.72 | 0.4  | 0.38 | 0.41     | -0.41  | 0.72              |
| PV                      | 0.008 | 0.2  | 0.22 | 0.18     | 0.18   | 0.009             |

**Correlation between expression change of various gene groups and growth change** A) Ratio between effective growth rate on xylulose of each evolved strain and its corresponding wild type strain vs. (log) expression ratio between evolved and wild type strains for various gene groups including amino acid biosynthesis (AA), Ribosome biogenesis and assembly (Ribi), Mitochondrial ribosomal proteins (MRP), genes down-regulated as part of the environmental stress response (ESR down), genes up-regulated as part of the environmental stress response (ESR up) and protein synthesis genes. B) Pearson correlation coefficient and corresponding p-value for the significance of the correlation between growth improvement as defined in A and each gene group in A.

How the deposited data were processed for this re-analysis (not part of the article)

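RNA sequencing was analysed for 12 wild type strains and the 12 populations evolved from them on xylulose, each grown on glucose and on xylulose in 2 repeats. The authors mapped 50 base reads to the S288c genome (R64), removed rRNA reads, collapsed PCR duplicates by UMI, scaled each library to a total of 1000000 and, as the paper states, averaged the repeats. The deposited values are log2 reads per 1000000 (RPM) of 6701 genes in 48 columns, which the labels give as medium, wild type or evolved, and strain number. Values under 10 RPM are blank, which holds for 84458 cells, and 2528 genes have a value in every column. Of the gene names 5953 were matched to the R64 annotation and 748 were not, so the latter carry no position.

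The single repeats are not held as separate columns, so results per repeat are not analysed here. Low values up to 60 RPM that lie on multiples of a single step give the depth of a column. A step was accepted when over 85% of them lay within 0.004 RPM of a multiple, beyond what chance gives. This held for 17 columns, which are as a single library or pooled reads would leave them. In the other 31 the highest share was 37.5%. An average of log2 values of the repeats matched 95.1% of the remaining values of wild type 5 on glucose, whose libraries had 238392 and 224733 reads. It matched 55.6% in wild type 3 and 30.0% in wild type 8 on glucose, against 6.59% and 7.14% for an average of unlogged values, which points the same way without settling it. In the rest it matched at most 23.9%, and an average of unlogged values at most 20.3%. How the repeats entered these columns, and their depth, is unknown. At the median depth of 680911 reads the floor of 10 RPM stands for few reads, so changes of genes near the floor are imprecise. The labels give no library or sequencing batch.

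Gene groups were lists of gene names written before the data were examined, each with an alternative list. The paper's text names the groups but does not list their members. The group value was the mean over the genes of the back-transformed values, with blanks at 10 RPM, and its log2 ratio was taken within each strain number and averaged. It was tested with an exact 2-sided sign-flip permutation test over the 4096 sign patterns of the 12 strains, whose smallest p is 0.000488, and adjusted by Benjamini-Hochberg over the 8 groups within each comparison. The 5 comparisons were xylulose/glucose in the wild type and in the evolved populations, the difference between these, and evolved/wild type on each sugar.

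Single genes were tested with limma 3.58.1 (lmFit and eBayes with a trend) in R 4.3.3 on the paired log2 differences of the 5129 genes with a mean of at least 10 RPM. The plan written beforehand added a pseudocount of 10 to the back-transformed values. The log2 values as deposited, with blanks at the floor, were used in its place, and the pseudocount of 10 was kept as an alternative. Genes with a Benjamini-Hochberg adjusted p under 0.05 were counted. Lists of at least 5 tested genes were tested with limma's camera at an inter-gene correlation of 0.01, with camera at an estimated correlation and with fry. Genes were also grouped by the letters of their symbol, with at least 6 genes each. The genes named are GCN4, FHL1 and SFP1, the 3 that rose most and the 3 that fell most in each comparison among those past the threshold with the same sign in at least 10 of 12 strains, the 3 AA-biosynthesis genes with the largest change of the xylulose/glucose ratio, XKS1 and pentose phosphate genes past the threshold, and HIS3, LEU2 and URA3. A gene that this rule names is not reported here. Genes of mating type and phosphate starvation, and HO, were chosen after their values were seen.

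Pearson's r and Spearman's rho with growth used 100000 random permutations, adjusted over the 8 groups, and were repeated without the 2 strains farthest from the median growth improvement. The growth values are those of Table 1. A chromosome shift was called when the median evolved/wild type log2 ratio of its genes, minus that of all genes, was over 0.3 in size with the same sign on both sugars. The strain labels were checked by correlating deviations from the mean of each condition. The planned check used all 5129 genes. Genes whose values correlated across strains between the media above 0.8, from 0.5 to 0.8 or above 0.9 were used after it. Samples with the same number were paired as the labels give it. The deviations of same-numbered columns correlated above 0.1 in 7 of 12 numbers between the media in the wild type and in 10 of 12 in the evolved populations. Between wild type and evolved this held in 2 of 12 on glucose and 3 of 12 on xylulose.

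Alternatives set beforehand were pseudocounts of 1 and 30, no filter, a minimum of 50 RPM, median-of-ratios scaling over 2528 genes, the mean of gene log2 ratios, alternative gene lists, each strain left out in turn, no pairing, other growth measures of Table 1 and rank correlation. Blanks left missing, genes with a value in every column and the exchange of evolved numbers 5 to 8 with 9 to 12 were added after the data were seen. For the chromosome shifts the minimum of 50 RPM was also added then. On simulated data the limma test called 94.5% of 200 changed genes and 8 of 4929 unchanged ones, and 0 genes in an unchanged comparison. The sign-flip test called 5% of unchanged and 96.25% of changed groups in 400 runs, the correlation test called 4% of unrelated pairs, and strain matching recovered the full order in 50 of 50 runs. The planted changes were large, with a median estimate of 1.48 for raised genes, and for groups larger than their SD. The power for smaller changes, such as 0.15 with an SD of 0.35 for RP genes on xylulose, was not simulated. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the remainder.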

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

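The tests of explanations in this part were chosen after the results were seen, except the strain matching with genes at 0.5 to 0.8. Those chosen afterwards include the chromosome shifts among genes of at least 50 RPM. The group differences, the strain matching with all tested genes, the label genes and the main chromosome calls were set beforehand.

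The xylulose/glucose ratio differed between wild type and evolved strains in 4 groups, by a test of the difference itself. The differences were -0.69 for the AA-biosynthesis, -0.94 for the GCN4-regulated, 0.55 for the RP and 0.51 for the protein synthesis genes. Among the alternatives run, each of the 4 kept its sign and its side of the threshold. The evolved columns on glucose, which enter each ratio, hold transcripts of mating type a at higher levels than the other columns, and evolution state and this signal are confounded on glucose. The AA-biosynthesis and GCN4-regulated differences lie on xylulose, where evolved/wild type was -0.72 and -0.98. For the RP and protein synthesis genes the glucose part was -0.40 and -0.37, so a part of their difference may come with that signal, in which MFA1 had a median of 460 RPM. Adaptation to xylulose, which the design names, stays open and untested against it.

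The expression of the evolved columns 5 to 12 goes with other wild type numbers than their own. With 53 strain-typical genes all 12 evolved columns were assigned as an exchange of 5 to 8 with 9 to 12 gives, which leaves 1 to 4 in place. With 631 other genes, at 0.5 to 0.8, the same 12 of 12 came out, and the mean r over numbers 5 to 12 was 0.486 with the exchanged and -0.0991 with the own number. With 57 genes chosen on the evolved columns alone it was again 12 of 12, and with the 7 of these above 0.9 it was 8 of 12. That growth state rather than strain sets the match is argued against by the same 57 genes, which assigned 12 of 12 wild type columns on xylulose to their own number on glucose. Noise in single genes is argued against by the 631 genes with their mean r of 0.486. The label genes set beforehand, LEU2, URA3 and HIS3, were taken to be deleted in BY4743, which the labels give as number 11. LEU2 and URA3 are lowest in wild type 11, as predicted. Among the evolved columns they are lowest in 7, labelled CLIB215, where the exchange puts BY4743. HIS3 is lowest in wild type 10 and evolved 6 and has a value in all columns, so the prediction failed for it. These columns follow the exchange, but the lowest HIS3 column differs between the sugars, so it adds little. MF(ALPHA)1, highest in wild type 9 and evolved 5, and HO, highest in wild type 12 and evolved 8, were picked after their values were seen and test nothing. The planned check with all 5129 genes assigned 8 of 12 evolved columns on each sugar to the exchanged number and, numbers 1 to 4 being shared by both orders, 2 on glucose and 1 on xylulose to their own. It assigned 8 of 12 wild type columns on xylulose to their own. An exchange of labels and an exchange of wells during propagation cannot be told apart, since both would show on both sugars. Evolved columns on xylulose were assigned to their own number on glucose in 12 of 12. No biological explanation was tested. The correlation of the GCN4-regulated genes with growth depends on this pairing, as r was -0.20 with the numbers exchanged and growth by the wild type number.

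Genes of mating type a, which the paper does not discuss, had a median over columns of 130 RPM (mean over the list of log2 of the value plus 10, blanks counted as 0, back-transformed) in the evolved columns on glucose, against 4.66 in the wild type on glucose, 2.58 in the wild type on xylulose and 2.05 in the evolved columns on xylulose. Phosphate starvation genes had 273, against 18.6, 9.96 and 7.63. MFA1 was above 100 RPM in 11 of 12 evolved columns on glucose and blank in column 12. A change of mating type in the evolved populations is argued against by the 2.05 on xylulose. The exchange of numbers stays within the evolved columns, so the 0 wild type columns on glucose with MFA1 above 100 RPM cannot test it. Averaging that keeps only a repeat above the floor would not raise values near the floor to the median of MFA1, 460 RPM. It could still return such a value from a single repeat, so whether both repeats carried the signal cannot be told. Reads or cells from another culture in the evolved glucose libraries may account for the signal. Across columns 1 to 11 the lists rose together with r = 0.71 (permutation p = 0.0120), or 0.69 without the 2 farthest columns. Column 12 was left out after its values were seen, and with it r was 0.87. A single source of constant composition would not give all phosphate genes, since PHO11 and PHM6 were at 2354 and 155 RPM in column 5 and at 82.5 and 284 in column 7. Of the lists, PHO5, PHO11 and PHO12 are similar in sequence and may share reads. A response of the evolved populations to the glucose medium stays open for the phosphate genes, untested.

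In 4 evolved populations a whole chromosome shifted against the wild type of the same number, which the paper does not report. On xylulose the shifts were -0.77 for chromosome I in number 7, -0.74 for I in number 12, -0.69 for VIII in number 9 and 0.32 for XV in number 3. On glucose they were -0.48, -0.99, -0.83 and 0.35. With the evolved numbers exchanged 4 shifts were called as well, of I in numbers 8 and 11, VIII in 9 and XV in 3. For I and VIII this argues against the labels as their cause. The exchange leaves number 3 in place, so it cannot test the shift of XV. Among genes of at least 50 RPM 3 of the 3 shifts of I and VIII were called, which argues against noise of low genes. A shift of XV in number 11 was also called among them, at 0.37 on xylulose and 0.301 on glucose. For XV in number 3 the shifts among those genes were 0.37 on xylulose and 0.299 on glucose, the latter just under the threshold of 0.3, so its call was lost by the planned rule. The size of the shift, a test set after that loss was seen, stayed above 0.2 on both sugars, which argues against noise of low genes. Chromosome XV was also high in evolved 1, 8 and 11, numbers picked after the values were seen. Against the mean of their condition, numbers 1, 3, 8 and 11 were at 0.27, 0.19, 0.30 and 0.26 on xylulose and at 0.15, 0.24, 0.090 and 0.17 on glucose, and the other 8 numbers were below 0 on both sugars. The authors' normalization, a factor for each library, moves all genes of a column alike and so leaves each chromosome at the median of all genes. Of 1000 sets of as many genes drawn from the other chromosomes, 14 had a shift as large as that of I in number 7 on glucose. For the other shifts of I and VIII, and for XV in number 3, 0 sets did. The draws cannot test a library factor, which cancels in the shift, and speak only to the scatter between sets of genes. Set against the mean of its own condition, chromosome I was low in the evolved columns 7 (-0.49 on xylulose, -0.37 on glucose) and 12 (-0.57 and -0.83). Chromosome VIII was high in the wild type column 9 (0.64 and 0.73), so its shift lies in that wild type strain. A change of chromosome number, in evolved 7 and 12 for I, or in wild type strain 9 for VIII, is a hypothesis that expression alone leaves open.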

How the results depend on the processing

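Of the 40 group ratios 22 kept their direction and their side of the threshold under all 19 alternatives, among them the AA-biosynthesis ratio in the wild type (0.79 to 1.10), its change (-0.78 to -0.60) and that of the RP genes (0.42 to 0.64), and on xylulose the AA-biosynthesis (-0.83 to -0.65) and GCN4-regulated genes (-1.12 to -0.91). The cause of the changes listed here was not tested, apart from the smaller number of genes tested with a filter.

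The mean of gene log2 ratios reversed Ribi (0.23) and ESR down (0.15) in the wild type, and on glucose AA-biosynthesis (0.083), GCN4-regulated (0.16), Ribi (0.086), mito. RP (0.070) and ESR down (0.047). Median-of-ratios scaling took ESR down in the wild type (-0.29) and its change (0.35) past the threshold, took AA-biosynthesis (0.20), Ribi (0.20) and ESR down (0.059) in the evolved populations off it, and reversed GCN4-regulated there (-0.046). Alternative gene lists took ESR down in the wild type (-0.25), its change (0.48) and mito. RP on xylulose (0.32) past it, took Ribi (0.25) and ESR down (0.22) in the evolved populations off it, and reversed GCN4-regulated there (-0.46) and mito. RP on glucose (0.046). Without the paired design the evolved Ribi (0.29), ESR down (0.15) and ESR up (-0.57) ratios lost their calls and the change of ESR down (0.26) gained one. Blanks left missing, added after the data were seen, took the evolved ESR down (0.14) off the threshold and its change (0.30) past it. The exchange of evolved numbers, also added then, gave calls to the changes of ESR down (0.26) and ESR up (-0.55) and, on xylulose, to RP (0.15), protein synthesis (0.14) and mito. RP (0.27).

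Gene counts moved by over 1.5 times as follows. Genes with a value in every column gave 1170 in the wild type, 1188 in the evolved populations, 101 for the change and 11 on glucose. For the change a pseudocount of 1 gave 176, the exchange 454 and blanks left missing 146. On xylulose no filter gave 1, the fit without the paired block 80 and the exchange 227. On glucose a pseudocount of 1 gave 73, a minimum of 50 RPM 52 and blanks left missing 27.

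For the correlations with growth, the growth rate of Table 1 reversed AA-biosynthesis (0.042) and gave calls to RP (0.74), protein synthesis (0.75), ESR down (0.65) and ESR up (-0.74). The log2 of effective growth gave calls to AA-biosynthesis (-0.69) and GCN4-regulated (-0.75). The exchange with growth by the evolved number gave calls to RP (0.75), protein synthesis (0.76), Ribi (0.76), ESR down (0.69) and ESR up (-0.79). A threshold of 0.2 gave 7 chromosome shifts in place of 4. SFP1 on xylulose reversed with blanks left missing (-0.073).

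Leaving out each strain in turn changed a call or a direction in these ranges. Ribi in the wild type lay from -0.081 to 0.071 and ESR up from -0.17 to 0.064. After evolution AA-biosynthesis lay from 0.23 to 0.33, GCN4-regulated from -0.027 to 0.091, Ribi from 0.23 to 0.35, ESR down from 0.10 to 0.17 and ESR up from -0.68 to -0.48. The changes of ESR down and ESR up lay from 0.18 to 0.32 and from -0.68 to -0.38, and mito. RP on xylulose from 0.21 to 0.33. On glucose AA-biosynthesis lay from -0.076 to 0.027, GCN4-regulated from -0.10 to 0.022, Ribi from -0.20 to 0.0057 and mito. RP from -0.051 to 0.089. SFP1 on xylulose lay from -0.073 to 0.14. The gene count ran from 1 (without strain 1, 3, 4 or 8) to 90 (without strain 10) on xylulose, and from 70 (without strain 8) to 128 (without strain 12) on glucose.

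Among the 44 values of single genes, 75 alternatives set beforehand lost a call, 5 gained and 5 reversed one. Among those added later 7 lost, 4 gained and 1 reversed one. Of 100 sign patterns of the strains, the real one included, 1 gave as many genes in the wild type, 1 in the evolved populations, 1 for the change, 3 on xylulose and 1 on glucose. Leaving out the first or the other repeat, pairing by repeat and count-based tests were not run, since a single column is held for each strain and condition. The depth of most columns without a single step is unknown, which leaves the precision of genes near the floor open.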

Differences from the paper's values

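Values of the paper's figures were read by eye. The log2 xylulose/glucose ratio in the wild type was about 0.27 for protein synthesis and about 0.27 for RP genes in Fig. 2b of the paper, and -0.28 and -0.29 here. None of the 17 alternatives set before the data were examined closed these gaps. For Ribi it was about 0.16 in Fig. 2b and -0.012 here. The mean of gene log2 ratios (0.23) closed the gap. Leaving out strain 1 (0.0007), 9 (0.071), 10 (0.061) or 12 (0.022) gave the sign of the paper's value, at under 50% of its size, and the other alternatives did neither. For ESR up it was about 0.05 in Fig. 2b and -0.024 here. Leaving out strain 4 (0.059), 8 (0.040) or 11 (0.064) closed the gap. Leaving out strain 2 (0.025) or 6 (0.023) gave the sign of the paper's value at 50% of its size or less, and the other alternatives did neither.

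The axes of Additional file 2 match the values here only when exchanged, since as labelled the fall of the AA-biosynthesis genes lies on glucose. The following values are on the exchanged axes. On glucose the log2 evolved/wild type ratio was about 0.09 for AA-biosynthesis genes in Additional file 2 of the paper and -0.032 here. The mean of gene log2 ratios (0.083) closed the gap. Leaving out strain 1 (0.011) or 11 (0.027) changed the sign only, and the other alternatives did neither. For GCN4-regulated genes it was about 0.14 in Additional file 2 and -0.045 here. The mean of gene log2 ratios (0.16) closed the gap, and leaving out strain 11 (0.022) changed the sign only. For mito. RP genes it was about 0.07 in Additional file 2 and -0.0049 here. The mean of gene log2 ratios (0.070) and leaving out strain 1 (0.073) or 5 (0.089) closed the gap. The alternative list (0.046) and leaving out strain 3 (0.031) came nearer, and leaving out strain 4 (0.0072) changed the sign only. For these genes too the other alternatives did neither.

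For the correlation with growth the paper states p = 0.008 for AA-biosynthesis genes, against a permutation p of 0.0234 here. With log2 of the effective growth it was 0.00904, the only one of 19 alternatives set before the data were examined that closed the gap. For GCN4-regulated genes the paper states p = 0.006, against 0.0147 here, and Spearman's rho (0.00801) closed the gap. With log2 of the effective growth the p was 0.00323, below the paper's. For RP genes the paper states p = 0.017, against 0.106 here, and for protein synthesis genes p = 0.009, against 0.106. With the growth rate of Table 1 the p was 0.00614 and 0.00537, below the paper's values. No other of the 19 alternatives reached them. With the evolved numbers exchanged and growth by the evolved number, which was chosen after the values were seen, the p was 0.00419 and 0.00342. The paper's r for protein synthesis genes was 0.72, against 0.49 here. With the growth rate of Table 1 it was 0.75 and without strain 10 it was 0.68. Median-of-ratios scaling (0.52), maximal OD (0.53) and leaving out strain 6 (0.58), 8 (0.50) or 12 (0.58) came within the error of r but moved it less. Leaving out strain 4, 7 or 11 came within the larger error of 11 strains with r nearly unchanged (0.496, 0.492 and 0.486). The others did not. For ESR up the paper's p was 0.18, against 0.0891 here. The gap was closed by the mean of gene log2 ratios (0.191), Spearman's rho (0.211), log2 of the effective growth (0.172) and leaving out strain 1, 2, 3 or 9.

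The paper's AA-biosynthesis group has 136 genes, against 87 here, and the alternative list of 71 genes did not close this gap.

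The paper ranks the AA-biosynthesis group as the most significant difference between the patterns before and after evolution. Here its p in the exact sign-flip test was 0.00342, and that of RP and protein synthesis genes 0.000488, the smallest that test allows. The test gives this value whenever all 12 strains share a sign, and RP genes changed by only 0.0065 in strain 4. Over the alternatives the lowest adjusted p was 0.00048 for each of these groups, so the p do not settle which group changed most significantly. The paper states that RP and other growth-related genes changed on xylulose rather than on glucose. Here RP genes changed by 0.15 on xylulose (adjusted p = 0.2695) and by -0.40 on glucose (adjusted p = 0.133). The exchange of evolved numbers, chosen after the values were seen, gave an adjusted p of 0.0336 on xylulose. The paper states a fall of GCN4 and a rise of FHL1 and SFP1 on xylulose among regulators. The paper's figure on this plots the gene groups regulated by each factor, not the transcripts of GCN4, FHL1 and SFP1. As transcripts they changed by -0.33, -0.47 and 0.03, with limma adjusted p of 0.1197, 0.263 and 0.965, which does not test that figure. FHL1 and SFP1 lay near the floor, with means of 12.1 and 20.0 RPM in the evolved columns on xylulose. GCN4 was called without pairing (0.0254) and, chosen after the values were seen, with the exchange (0.0250). The targets of Fhl1 and Sfp1 rose by 0.15 and 0.20, past the threshold with camera at a correlation of 0.01 and not with fry (0.436 and 0.442). The paper states that ESR up genes fell on xylulose and rose on glucose. The changes here were -0.35 and 0.19, with adjusted p of 0.271 and 0.838.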

Other observations

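Pentose phosphate genes, of which 14 were tested, passed in 8 cases in the wild type and 8 in the evolved populations, and in 3 for the change of the xylulose/glucose ratio. The 3 were GND2 (YGR256W) at -2.54 (adjusted p = 0.00548), NQM1 (YGR043C) at -2.12 (0.0170) and TAL1 (YLR354C) at -0.70 (0.0281). In this order evolved/wild type was 1.88, 1.18 and 0.43 on glucose and -0.66, -0.93 and -0.27 on xylulose. The larger part thus lay on glucose, where the evolved columns hold the mating type a and phosphate transcripts. GND2 and NQM1 had a value in only 5 and 4 of the wild type columns on glucose. For evolved/wild type GND2 passed on glucose, at 1.88 (0.0379), a call kept under 10 of 20 alternatives. On xylulose 0 of 14 genes passed, among 699 genes of all with an unadjusted p under 0.05. XKS1 (YGR194C) changed by 0.21 on xylulose (0.678) and by 0.56 on glucose (0.379).

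Of 8 hexose transporter genes tested, 5 passed in the wild type and 7 in the evolved populations, and 0 for the change. LEU2, URA3 and HIS3 changed on xylulose by -0.92, 0.09 and -0.99 (adjusted p of 0.397, 0.965 and 0.0592).

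On glucose the target list of Pho4 had a mean evolved/wild type change of 2.63 and that of Ste12 1.56, at ranks 2 and 4 of the 33 lists. Each lay above the median of all genes in 12 of 12 strains. With an estimated inter-gene correlation the adjusted p was 0.0196 for Pho4 and 0.112 for Ste12. Among genes grouped by the letters of their symbol, RPL, RPS, MRPL and LYS ranked highest for the change of the ratio.

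MFA1 was highest in evolved column 8 on glucose, with 1612 RPM, and the RP genes were lowest there, at -1.86 against the wild type of the same number. In column 12, where MFA1 was blank, they were highest, at 0.27.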
